# Identification of endoglin-dependent BMP-2-induced genes in the murine periodontal ligament cell line PDL-L2

**DOI:** 10.1186/1750-2187-9-5

**Published:** 2014-06-14

**Authors:** Osamu Ishibashi, Takashi Inui

**Keywords:** Periodontal ligament, Bone morphogenetic protein, Endoglin

## Abstract

**Background:**

The periodontal ligament (PDL), connective tissue located between the cementum of teeth and alveolar bone of the mandibula, plays an important role in the maintenance and regeneration of periodontal tissues. We reported previously that endoglin was involved in the BMP-2-induced osteogenic differentiation of mouse PDL cells, which is associated with Smad-2 phosphorylation but not Smad-1/5/8 phosphorylation. In this study, to elucidate the detailed mechanism underlying the BMP-2 signalling pathway unique to PDL cells, we performed a microarray analysis to identify BMP-2-inducible genes in PDL-L2 cells, a mouse PDL-derived cell line, with or without endoglin knockdown.

**Findings:**

Sixty-four genes were upregulated more than twofold by BMP-2 in PDL-L2 cells. Of these genes, 11 were endoglin-dependent, including Id4, which encodes ID4, a helix-loop-helix transcription factor closely associated with TGF-β signaling and osteoblast differentiation. The endoglin-dependent induction of ID4 by BMP-2 was also verified at a protein level.

**Conclusion:**

Our findings indicate that ID4 could be a signal mediator involved in the BMP-2-induced endoglin-dependent osteogenic differentiation of PDL cells.

## Findings

### Background

The periodontal ligament (PDL), unmineralised connective tissue rich in neural and vascular components, joins the cementum surrounding the tooth root to the alveolar bone. Besides its supportive function as a mediator between tooth and bone, the PDL serves as a shock absorber to provide resistance against strong forces loaded onto teeth. The PDL is also involved in the regeneration of periodontal tissues, including its own and alveolar bone [1,2]. Previously, we successfully established an immortalised mouse PDL-derived cell line, designated as PDL-L2, which exhibits a gene expression profile indistinguishable from that of most PDL fibroblastic cells *in vivo*[3]. Despite expressing typical preosteoblastic markers such as Runt-related transcription factor 2 (RUNX2) and type I collagen, PDL-L2 cells lacked the capacity to form mineralised nodules in osteogenic differentiation medium via a mechanism involving muscle segment homeobox 2 as a molecular defence against mineralisation [3,4]. However, in the presence of a strong differentiation inducer such as bone morphogenetic protein (BMP)-2, the cells acquire mineralisation capacity [3]. These results indicate that PDL cells can potentially differentiate into osteoblastic cells, whereby osteoblasts are recruited from the PDL if necessary (*i.e*., during tissue regeneration), although the tissue itself is unmineralised.

Furthermore, we previously reported that endoglin is involved in the BMP-2-induced osteogenic differentiation of PDL cells [5]. Endoglin was identified as a cell-surface glycoprotein in an acute lymphoblastic leukaemia cell line [6], and later it was demonstrated to be an accessory receptor for transforming growth factor-β (TGF-β) [7,8]. Genetic studies revealed that mutations in the endoglin gene lead to an autosomal–dominant disorder designated hereditary haemorrhagic telangiectasia type 1 [9,10]. Further, the knockout of endoglin in mice was shown to be embryonic lethal due to defects in vessel and heart development [11,12]. Interestingly, endoglin-mediated BMP signaling in PDL cells is independent of similar to mothers against decapentaplegic (Smad)-1/5/8 phosphorylation, which is generally accepted to be a common mediator of BMP , but is alternatively dependent upon Smad-2, which is generally accepted to be a mediator of TGF-β signaling [5]. However, the molecular mechanism underlying the unique BMP-2 signaling pathway in PDL cells remains unknown. In this study, in order to elucidate this mechanism, we performed microarray analyses to compare the BMP-2-induced gene expression profiles in PDL-L2 cells with or without siRNA-mediated endoglin knockdown.

## Results and discussion

To examine how endoglin is involved in BMP-2-mediated gene regulation in PDL cells, we performed a microarray analysis to comprehensively search for BMP-2-responsive genes in PDL-L2 cells with or without endoglin knockdown (the datasets are registered as GEO accession no. GSE54220) [13]. 

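PDL-L2 is an immortalised line derived from mouse periodontal ligament. The deposited data hold 1 array for each of 3 conditions: cells given the non-targeting siRNA pool (siCont) and vehicle, siCont cells given rhBMP-2 at 250 ng/ml, and cells given the siRNA pool against endoglin (siENG) with the same dose of rhBMP-2. Treatment lasted 12 h and began 48 h after transfection. There is no second array of any condition, so no difference below has a replicate check, and no test between conditions or p-value is given. Percentiles among random lists and bootstrap intervals below are taken over genes of the same arrays. They do not measure variation between cultures. The Affymetrix mouse genome array reads each gene with 1 or more probe sets, and the authors deposited a linear signal intensity for 45101 probe sets per array. The submitters' processing notes name GCOS 1.4, and scaling between arrays is not given in the sources used here. The 2% trimmed mean of the signals was 141 on the siCont vehicle array, 143 on the siCont BMP-2 array and 166 on the siENG BMP-2 array. Ratios were formed from the signals as deposited. A gene was represented by its brightest probe set and kept where the higher of the 2 signals compared was at least 23.0, the median over all arrays. Among probe sets past this limit the siENG array was brighter, with a median log2 ratio of 0.21 against siCont BMP-2. Over whole arrays, the lower quartile of signal was 5.8 with siENG and 5.7 with siCont BMP-2, and the median 23.8 and 22.5. The control probe sets bioB, bioC, bioD and cre were also brighter with siENG than with siCont BMP-2. Signals were 185 against 166 for bioB and 507 against 450 for bioC. They were 2256 against 1920 for bioD and 6157 against 5603 for cre. The dim Bacillus control probe sets had a median of 1.5 against 3.6. Ratios to the siENG array are also given relative to the shift of 0.21. Below, "relative to all probe sets" means relative to the median of those past the limit in the same comparison. Precision depends on the signal. Between siCont BMP-2 and vehicle, the robust SD of the log2 ratio was 1.28 among the dimmest probe sets kept and 0.09 among the brightest. The first value is not precision alone. The limit keeps a probe set of low mean signal only where its 2 signals differ, which widens the dimmest bin. The 3' to 5' signal ratio of the Gapdh control probe sets, a measure of RNA integrity, was 0.758, 0.774 and 0.804 in the same order of arrays.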

For this purpose, we prepared RNA samples from PDL-L2 cells that were processed under the following conditions: 1) treated with SMARTpool non-target (siCont) and exposed to vehicle (Sample #1), 2) treated with siCont and exposed to recombinant human (rh)BMP-2 (Sample #2), and 3) treated with SMARTpool siRNA for mouse endoglin (siENG) and exposed to rhBMP-2 (Sample #3). It should be noted that endoglin expression as determined by the microarray analysis was similar between Samples #1 and #2, and was comparatively decreased in Sample #3 (Additional file 1), indicating that endoglin expression was unaffected by BMP-2, and that the siRNA-mediated knockdown of endoglin was successfully achieved in this experiment as shown previously [5]. This result is supported by our real-time PCR analysis of endoglin expression using independently prepared samples (Additional file 1). 

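Endoglin (Eng), the accessory TGF-β receptor targeted by the siRNA, was read by 2 probe sets. The brighter probe set had a signal of 286 with siCont and vehicle, 299 with siCont and BMP-2 and 108 with siENG and BMP-2. The log2 ratio of BMP-2 over vehicle was 0.06, within the robust SD of 0.20 of probe sets of similar signal. The log2 ratio of siENG over siCont, both with BMP-2, was -1.46, and -1.67 relative to the median of probe sets past the signal limit. The second probe set gave signals of 121, 121 and 45.3 and a log2 ratio of -1.41 with siENG. Both probe sets therefore placed endoglin lower on the array labelled siENG than on either siCont array.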

By comparing the data obtained from Samples #1 and #2 (Dataset #1), we identified 64 genes that were upregulated more than twofold by BMP-2 in PDL-L2 cells without endoglin knockdown (Table 1). 

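Fabp7, a fatty acid binding protein, had the largest ratio of the genes of Table 1, with a signal of 221 in vehicle and 1468 with BMP-2 (log2 ratio 2.73). The inhibitory Smads followed the same course, Smad6 from 325 to 1382 (log2 ratio 2.09) and Smad7 from 207 to 806 (1.96). Whrn had a log2 ratio of 2.04, Grhl1 of 1.73, the matrix metalloproteinase Mmp11 of 1.73 and nephronectin (Npnt), a matrix protein that binds integrin, of 1.65. The 3 other probe sets of Whrn had log2 ratios of 0.58, 1.28 and 0.53. Of the 59 genes of Table 1 matched to a probe set, 59 were higher with BMP-2 and 42 reached a ratio of 2. Their median ratio was 2.20 and the lowest, 1.51, was that of Tmeff1. These genes were chosen by the study on these same arrays, so their direction is not independent evidence.
Over all 10810 genes kept, 195 had a ratio of 2 or more. The 10 largest ratios by the fixed rule were those of Sh3tc1, Treml1, Arsi, Sctr, Ces1h, Wfdc12, Gja3, Fam43a, Zap70 and Ndufa4l2. Zap70, a kinase of T cells, had signals of 17.0 and 141. The vehicle signals of the other 9 lay within the range of the Bacillus control probe sets, whose targets mouse RNA does not hold and whose highest signal was 13.1. Of these, the connexin Gja3 had a BMP-2 signal of 105, at least 7.98-fold higher, and the others had BMP-2 signals below 30. In 100 simulations of arrays without any effect, a mean of 232 genes reached the same ratio, and with noise at 0.5 of the spread 1.78. The noise was taken from the spread of these same ratios, for want of replicates, so a simulated count near the observed is in part built in. With the signal limit at the 75th percentile, 152, the count was 34 genes against a simulated mean of 0.42. Of those 34, 29 are matched genes of Table 1, and the others are Hey1, Wnt4 and, each chosen after its values were seen, Bhlhe40, Orm2 and Ptgs2. The entry PTGD2 of Tables 1 and 3 was matched to no gene, and whether it stands for Ptgs2 is left open.

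**Figure D1:**
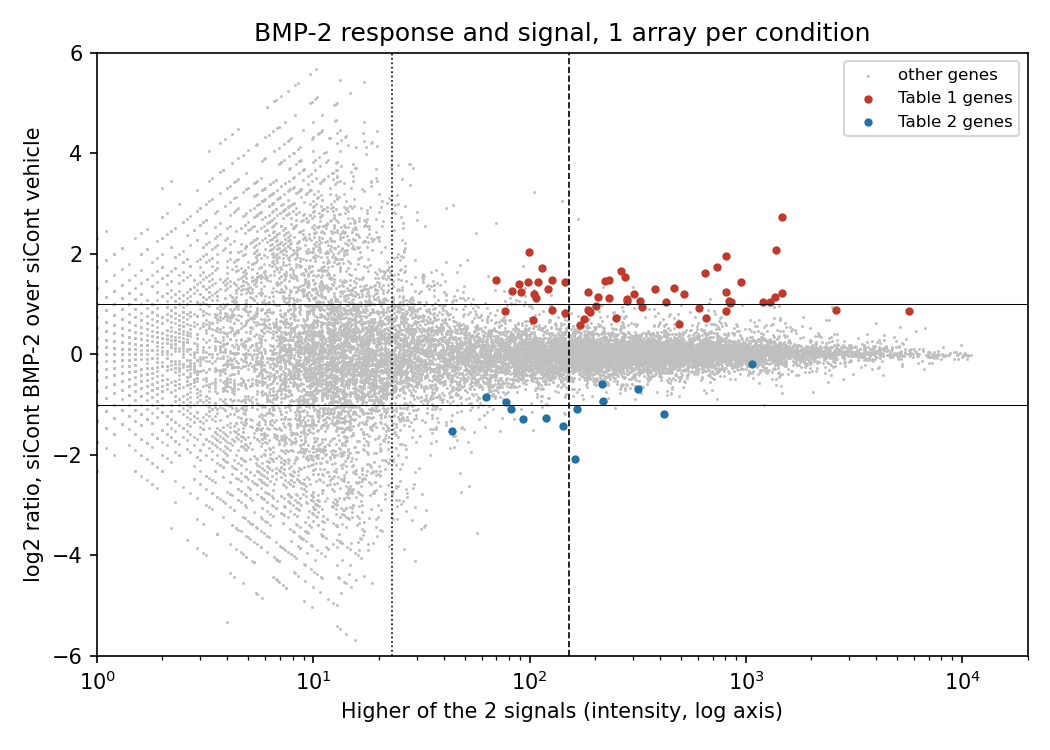
Log2 ratio of siCont BMP-2 over siCont vehicle against the higher of the 2 signals (intensity, log axis), with 1 point per gene. Red points are Table 1 genes and blue points Table 2 genes, horizontal lines mark ratios of 2 and 0.5, and the dotted and dashed vertical lines mark signals of 23.0 and 152. Ratios spread widely at low signals and narrow to the right, where most red points lie above the other genes.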

To validate this result, we performed a real-time PCR analysis to determine the expression levels of the top three BMP-2-induced genes (Fatty acid binding protein 7 [FABP7], Smad-6, and Grainyhead-like protein 1 [GRHL1]) (Table 1), using independently prepared samples (n = 3). As expected, these genes were reproducibly induced by BMP-2 (Additional file 2), indicating the validity of our microarray data. Conversely, 19 genes were identified as downregulated by more than twofold by BMP-2 in these cells (Table 2). 

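Haptoglobin (Hp), an acute-phase protein that binds haemoglobin, was the lowest of the genes of Table 2, with a signal of 162 in vehicle and 38.2 with BMP-2 (log2 ratio -2.08). The homeobox gene Six5 had a log2 ratio of -1.53, the actin-associated Synpo of -1.42, Parp16 of -1.29 and Selenbp1 of -1.27. The lymphangiogenic growth factor Vegfd was read by 3 probe sets with log2 ratios of -1.19, -1.36 and -1.14. Of 14 matched genes of Table 2, 14 were lower with BMP-2 and 8 reached a ratio of 0.5 or less, with a median ratio of 0.472. The list was chosen by the study on these arrays. Osteoglycin (Ogn), a small proteoglycan of ligament and bone, had log2 ratios of -0.93 and -1.01 in its 2 probe sets, and utrophin (Utrn) -0.19 in its brightest and -0.53 and -0.32 in the others.
Among all genes kept, 170 had a ratio of 0.5 or less. The 10 smallest ratios were those of Krtap3-1, Pnmal1, Golga7b, Cdh15, Sorcs3, Rcan2, Rassf4, Wasf3, Mbl1 and Upk3bl, each with a BMP-2 signal below 5. Those signals lie within the range of the Bacillus controls, so the order of these ratios is not measured. The bounds ran from at least 1.76-fold lower for Upk3bl to at least 4.37-fold for Golga7b. The simulation without effect gave a mean of 232 genes at a ratio of 0.5 or less, and 1.95 with noise at 0.5 of the spread. With the signal limit at 152, 5 genes were at 0.5 or less against a simulated mean of 0.60. They were Hp, Vegfd, Mgat3 and, each chosen after its values were seen, the growth arrest gene Gas1 (log2 ratio -1.06) and the aggrecanase Adamts5 (signals of 1210 and 604).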

We previously reported that BMP-2 phosphorylates Smad-2, which is generally accepted to be a mediator of TGF-β signaling but not of BMP signaling in PDL cell lines [5]. Notably, of the BMP-2-induced genes, five (Smad-6, Smad-7, inhibitor of DNA-binding [Id]4, Follistatin [FST], and TGFB3) are components of the TGF-β signaling pathway registered in the Kyoto Encyclopaedia of Genes and Genomes (KEGG) PATHWAY database. 

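Follistatin (Fst), which binds activins and BMPs, had a signal of 414 in vehicle and 852 with BMP-2, a log2 ratio of 1.04, and 1.32 in its second probe set. The ligand Tgfb3 had signals of 155 and 323 (log2 ratio 1.06), and Id4, a dominant-negative helix-loop-helix factor, had a ratio of 2.79. The other Id genes were brighter and had smaller ratios, with log2 values of 0.95 for Id1, 0.68 for Id2 and 0.55 for Id3, where probe sets of similar signal had a robust SD of 0.09. Of 30 ligands, receptors and Smads of the TGF-β and BMP pathways that were kept, 4 reached a ratio of 2 (Smad6, Smad7, Tgfb3 and Fst), 0 were at 0.5 or less and 26 lay between. Their median log2 ratio was 0.07, at percentile 92.8 among 10000 random lists matched on signal.
Genes known to respond to BMP through Smad1/5/8 had a median log2 ratio of 0.85 over 19 members, at percentile 100 of such lists, and 7 reached a ratio of 2. Hey1, a target of BMP and Notch, had the largest, with signals of 25.6 and 167. Genes known to respond to TGF-β through Smad2/3 had a median log2 ratio of 0.38 over 25 members, also at percentile 100. A ratio of 2 or more was reached by 7, led by Tgfbi (log2 ratio 2.04), Smad7 (1.96), Klf10 (1.32) and Junb (1.31). The brighter signal of Tgfbi was below 152, where ratios are less precise, so its place above Smad7 is not settled. Several members of both lists are also in Table 1.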

(Additional file 3). We confirmed that these five genes were induced by BMP-2 using real-time PCR (Figure 1A and Additional file 2). In contrast, none of the 19 BMP-2-suppressed genes are components of the TGF-β signaling pathway (Additional file 3).

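Synpo, which organises actin in contractile cells, had signals of 142 in vehicle and 52.8 with BMP-2, and Mgat3, a glycosyltransferase of N-glycans, 166 and 78.2. The sulfotransferase Sult1a1 had a log2 ratio of -1.09 and Fam107a, an actin-associated protein, of -0.94. None of the 14 matched genes of Table 2 is among the listed ligands, receptors and Smads of the TGF-β and BMP pathways or among the listed target genes of either.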

**Table 1:** **BMP**-**2**-**induced genes in PDL**-**L2 cells**

**Gene symbol**	**Fold change**
FABP7	6.06
SMAD6	4.29
GRHL1	3.73
DFNB31	3.48
MMP11	3.25
SMAD7	3.18
UNC5B	3.16
NPNT	3.03
LGR6	3.03
RNF125	2.83
AI646023	2.83
ID4	2.79
6330416G13Rik	2.71
C730049O14Rik	2.64
1110065B09Rik	2.64
PMEPA1	2.55
CXXC5	2.46
DLX1, antisense	2.46
RGS3	2.46
TMEFF1	2.46
EFNA3	2.46
KLF10	2.46
FMOD	2.41
ST6GALNAC4	2.30
DLX2	2.30
CELF5	2.30
GSE1	2.30
SMPDL3A	2.30
HES1	2.30
TNNT2	2.30
CUX1	2.23
DPYSL3	2.20
PTGD2	2.14
JUNB	2.14
SOX11	2.14
IRF5	2.14
FST	2.14
HOXC13	2.14
ORAI2	2.14
FZD7	2.14
SKIL	2.14
JHDM1D	2.14
KIF21B	2.14
GCNT2	2.07
MAL	2.00
TGFB3	2.00
CSRP2	2.00
SNAI1	2.00
DLX1	2.00
SDC3	2.00
RRM2	2.00
GJB3	2.00
SOX2	2.00
PGF	2.00
GNB4	2.00
PRG4	2.00
SERPINE1	2.00
PRRX2	2.00
NAV2	2.00
KAZALD1	2.00
C030013E06Rik	2.00
LEF1	2.00
NUDT6	2.00
Unknown	2.00

**Table 2:** **BMP**-**2**-**suppressed genes in PDL**-**L2**

**Gene symbol**	**Fold change**
LASS4	0.50
Eps8	0.50
sult1a1	0.50
SIX5	0.50
MGAT3	0.50
Dtx4	0.50
OGN	0.47
utrn	0.47
Unknown	0.47
PARP16	0.44
5730410E15Rik	0.44
FIGF	0.44
SYNPO	0.41
fam107a	0.41
LOC100047108	0.38
SELENBP1	0.37
Unknown	0.35
CLCA1	0.33
HP	0.27

We next analysed the microarray data to determine how the knockdown of endoglin affected BMP-2-induced gene expression in the cells. A comparison of the data from Samples #2 and #3 (Dataset #2) enabled us to assess the influence of endoglin knockdown on gene expression. 

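Ankrd37, a target of the hypoxia-inducible factors, had the largest ratio of siENG over siCont with BMP-2, with signals of 4.3 and 311. The lower signal lies within the range of the Bacillus controls, so the difference is given as at least 23.7-fold. Pdk1, which diverts pyruvate from the mitochondria, had signals of 34.8 and 656 (log2 ratio 4.24, 4.03 relative to all probe sets). Ero1a, an oxidase of the endoplasmic reticulum, had 190 and 1792 (3.24), and Bnip3, a mitophagy receptor, 450 and 3342 (2.89), each chosen after its values were seen. The other 8 of the 10 largest ratios (Ppp1r3b, 9330102E08Rik, Gm9706, Ppm1h, Smim27, Pot1b, Gjb5 and Upp1) had siCont signals below 5. The 10 smallest (Hs3st1, Prss51, Kcnip1, Ifitm10, Cfap43, Tafa5, Icosl, Susd5, Mfap2 and Edn3) had siENG signals below 5. Those signals also lie within the range of the Bacillus controls, so the order of these ratios is not measured. Of 25 interferon-stimulated genes kept, a list written before the data were examined, 12 reached a ratio of 2 and 0 were at 0.5 or less, with a median log2 ratio of 0.89 (0.68 relative to all probe sets) at percentile 100 of random lists. Relative to all probe sets 10 reached a ratio of 2, and 6 did for siENG over siCont vehicle. Bst2, which tethers virus particles to cells, had signals of 328 in vehicle, 191 with BMP-2 and 1404 with siENG and BMP-2. Of 12 leukocyte markers, 3 were kept, with log2 ratios for siENG over siCont of 1.23 for Cd68, 0.60 for Csf1r and 0.49 for Lyz2. Of 16 genes of the endoplasmic reticulum stress and amino acid responses, 5 reached a ratio of 2 and 0 were at 0.5 or less, with Ddit3 at a log2 ratio of 1.46. The count was 4 relative to all probe sets, and 2 by the relative ratio of siENG over siCont vehicle.
On the other side, the prostaglandin synthase Ptgs2, whose place in Table 3 is left open for the same reason, had signals of 679 with siCont and 194 with siENG (log2 ratio -1.81), the cytokine Il6 197 and 56.7 (-1.80), and the connexin Gja1 1974 and 752 (-1.39), each chosen after its values were seen. As deposited, 438 genes had a ratio of 2 or more and 180 of 0.5 or less. Relative to the median of probe sets past the signal limit the counts were 252 and 293. Simulated arrays without effect or difference in brightness gave means of 322 and 263, or of 4.5 and 2.35 with noise at 0.5 of the spread. With the signal limit at the 75th percentile the relative counts were 65 and 65 against simulated means of 12.3 and 6.14, or of 0 and 0 with the smaller noise. The array without knockdown in this comparison is the same siCont BMP-2 array as in the comparison with vehicle, so a high reading there raises the first ratio and lowers the second. Across 10609 genes the 2 log2 ratios had a correlation of -0.47 and a covariance of -0.0869, and simulated arrays without effect gave -0.66 and -0.171. With the limit at the 75th percentile the correlation was -0.34 and the covariance -0.0284, against -0.33 and -0.0177 simulated. Correlations across genes do not treat genes as independent replicates.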

We then determined which genes were endoglin-dependent from those that were downregulated more than twofold in Sample #3 compared to Sample #2. Of the 64 BMP-2-induced genes (Table 1), 11 were endoglin-dependent BMP-2-inducible genes (Table 3).

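Nephronectin (Npnt) was the lowest of the Table 1 genes with siENG, with a signal of 264 with siCont and BMP-2 and 45.7 with siENG and BMP-2 (log2 ratio -2.53, -2.74 relative to all probe sets), below its vehicle signal of 83.8. The transcriptional regulator Tcim had a relative log2 ratio of -1.18, the sialyltransferase St6galnac4 of -1.17, Tmem268 of -1.07 and Irf5, an interferon regulatory factor, of -1.06. Lgr6, a receptor for R-spondins, had signals of 109 and 62.9. Whrn stood at -0.99, the antisense transcript Dlx1as at -0.91 and the ubiquitin ligase Rnf125 at -0.84. The second probe set of Lgr6 had a relative log2 ratio of -0.22, and that of Irf5 had a log2 ratio of -0.07 with BMP-2. Outside Table 3, the matched Table 1 genes with a relative ratio of 0.5 or less were Sox11 (-1.52), Dpysl3 (-1.09), C730049O14Rik (-1.02) and Dlx2 (-1.01). The value of Sox11 rests on its brightest probe set, with signals of 33.9 in vehicle, 89.5 with BMP-2 and 36.2 with siENG and BMP-2. Its other probe sets were dimmer, where ratios are less precise. They had relative log2 ratios of -0.78, -0.69, -0.33, 0.03 and -0.78.
As deposited, 2 of the 59 matched Table 1 genes, Npnt and Sox11, had a ratio of 0.5 or less. Relative to the median of probe sets past the signal limit 11 did, of which 7 are in Table 3. Of the 11, Lgr6 (0.499), Dlx2 (0.497) and C730049O14Rik (0.492) lay just below 0.5, so the count rests on the exact shift. The median log2 ratio of the 59 was -0.35 as deposited and -0.56 relative to all probe sets. The study chose them for a high siCont BMP-2 signal, on which this ratio also rests, so a low median is expected in part without any effect. For the 195 genes at a ratio of 2 or more with BMP-2, the median relative log2 ratio was -0.71, with 33.8% at 0.5 or less. Simulated arrays without effect gave -1.57 and 67.6%. With noise at 0.5 of the spread they gave -1.25 (range -3.84 to -0.06) and 57.9% (range 0 to 100%). At that smaller noise the value without effect is hardly determined. At either noise, the simulated genes reached the ratio by noise alone. The 195 also hold Fabp7, Smad6 and Grhl1, whose induction the paper reports by real-time PCR on independently prepared samples. The simulated values therefore do not show what these 195 genes would have given without an effect of siENG. Whether their fall is larger or smaller than that was not tested. Smad6 had a signal of 1388 with siENG, near that with siCont and BMP-2, while Fabp7 at 1018 (relative log2 ratio -0.74) was lower than with siCont. Smad7 had 685 with siENG against 806 with siCont in its brighter probe set and 185 against 170 in the other, with relative log2 ratios of -0.44 and -0.09. On the siENG array, 17 of the 59 had a relative ratio to vehicle of 2 or more. The troponin gene Tnnt2 was the highest with siENG, with a relative log2 ratio of 0.95. By its rule that an induced gene more than 2-fold lower in the cells with knockdown is endoglin-dependent, the paper concludes that 11 of the genes it found induced by BMP-2 depend on endoglin.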

**Table 3:** **Endoglin**-**dependent BMP**-**2**-**induced genes in PDL**-**L2 cells**

**Gene symbol**	**Fold change in**		**Ratio (b/a)**
	**Dataset # 1 (a)**	**Dataset #2 (b)**	
DFNB31	3.48	1.44	0.41
NPNT	3.03	0.46	0.15
LGR6	3.03	1.23	0.41
RNF125	2.83	1.32	0.47
ID4	2.79	1.36	0.49
6330416G13Rik	2.71	1.22	0.45
1110065B09Rik	2.64	1.07	0.41
DLX1, antisense	2.46	1.07	0.43
ST6GALNAC4	2.30	0.81	0.35
PTGD2	2.14	0.56	0.26
IRF5	2.14	0.93	0.43

**Figure 1:**
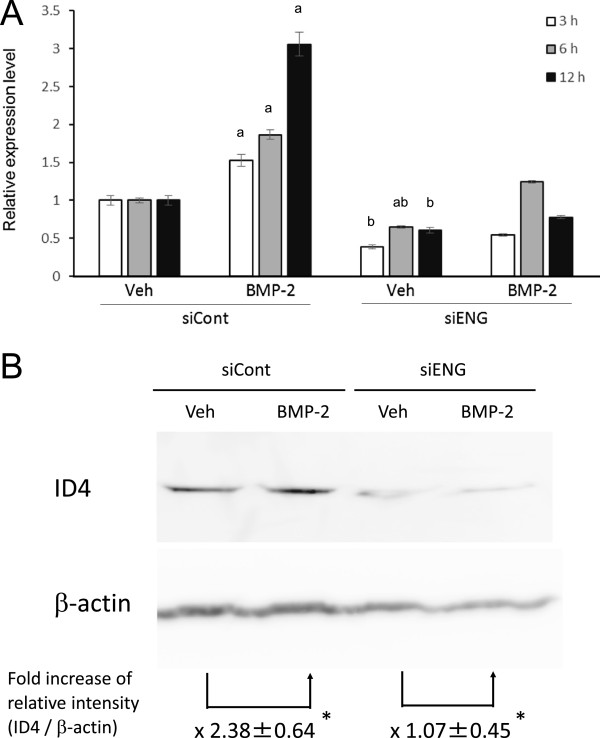
**Endoglin**-**dependent BMP**-**2**-**induced expression of Id4. (A)** The Id4 mRNA levels in PDL-L2 cells that underwent the indicated treatment were quantitatively determined by real-time PCR. The relative mRNA levels of endoglin relative to GAPDH in vehicle-treated PDL-L2 cells without endoglin knockdown were set at 1. The data are expressed as the mean ± SE (n = 3). ^a^Significant compared to vehicle (Veh)-treated cells, *P* < 0.05. ^b^Significant compared to siCont-treated cells exposed to BMP-2, *P* < 0.05. **(B)** Effect of BMP-2 and endoglin knockdown on ID4 protein levels in PDL-L2 cells. The lysates of siCont- or siENG-treated PDL-L2 cells exposed to vehicle (Veh) or BMP-2 for 12 h were analysed for ID4 protein levels by Western blotting. The fold increases in the relative band intensities of ID4 normalised to that of β-actin are shown beneath the blots. The data are presented as the mean ± SE (n = 4). *P < 0.05.

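Id4 was read by 3 probe sets. The brightest had signals of 83.6 in vehicle, 233 with BMP-2 and 127 with siENG and BMP-2, a log2 ratio of -0.88 for siENG over siCont and of -1.09 relative to all probe sets, where probe sets of similar signal had a robust SD of 0.40. The second had signals of 48.2, 134 and 65.4, with a log2 ratio of -1.04 for siENG over siCont. The third had 42.3, 80.0 and 65.7, with log2 ratios of 0.92 and -0.28, so it reached a ratio of 2 or of 0.5 in neither comparison. Of the other pathway components higher with BMP-2, Tgfb3 had a relative log2 ratio of -0.87 with siENG, Fst of -0.60, Smad7 of -0.44 and Smad6 of -0.20.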

Of the endoglin-dependent BMP-inducible genes, only Id4 is a component of the TGF-β signaling pathway described above. Id4 encodes a transcription factor involved in TGF-β signaling [14] and is crucial for the osteoblastic differentiation of mesenchymal progenitor cells and bone marrow-derived stromal cells [15,16]. To validate our microarray data, PDL-L2 cells with or without endoglin knockdown were exposed to rhBMP-2 for 3, 6, or 12 h, and the Id4 mRNA levels in these cells were quantitatively determined by real-time RT-PCR. As shown in Figure 1A, Id4 expression was induced by BMP-2 in a time-dependent fashion, and this induction was prevented by endoglin knockdown, consistent with our microarray data. Further, Western blotting revealed that ID4 protein expression was induced by BMP-2 in an endoglin-dependent manner (Figure 1B).

A member of the ID protein family, ID4, regulates cell proliferation and differentiation [17,18]. ID4 was originally identified as a novel dominant-negative basic helix-loop-helix (bHLH) transcription factor distinct from ID1, ID2, and ID3 [19-22]. Heterodimerisation of ID4 with other bHLH proteins facilitates dominant-negative regulation [23]. Interestingly, Tokuzawa et al. [16] reported that ID4 acts as a molecular switch and promotes the osteoblastic differentiation of bone marrow-derived stromal cells. They proposed a model in which ID4 mediates the release of hairy and enhancer of split 1 (HES1) from Hairy/enhancer-of-split related with YRPW motif protein 2 (HEY2) complexes, thereby facilitating the association of HES1 with RUNX2, a master regulator of osteoblast differentiation, on the promoters of osteoblast-specific genes to activate the transcription of these genes. Thus, it is conceivable that some mechanism involving ID4 is also involved in the BMP-2-induced osteogenic differentiation of PDL cells, wherein endoglin functions as a key regulator of Id4 gene expression. Further elucidation of this regulatory mechanism will help explain the unique BMP-2-mediated signaling in PDL cell lines.

## Methods

### Reagents

rhBMP-2 was kindly provided by Astellas Pharma Co. Ltd. (Tokyo, Japan). Other general reagents for molecular biology were purchased from Wako Chemicals (Osaka, Japan) unless specified otherwise.

### Cell culture and RNA isolation

Mouse PDL-derived PDL-L2 cells were cultured as described earlier [3,4]. Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s protocol.

### siRNA-mediated knockdown

PDL-L2 cells were transfected with siENG or siCont as a negative control (Thermo-Fisher Scientific, Waltham, MA) as described elsewhere [5]. The cells were cultured for 48 h after transfection to achieve the knockdown of endoglin.

### Microarray analysis

Total RNA was isolated from: (1) PDL-L2 cells without endoglin knockdown, which were treated with vehicle or rhBMP-2 (250 ng/mL) for 12 h, and (2) those with endoglin knockdown, which were treated with BMP-2 (250 ng/mL) for 12 h. The RNA samples were subjected to microarray analysis using a Mouse Genome 430 2.0 Array (Affymetrix, Santa Clara, CA).

### Real-time RT-PCR

RT-PCR analyses were performed using SYBR Premix Ex Taq™ II (Perfect Real Time) (Takara Bio Inc., Otsu, Japan). The data were normalised to the glyceraldehyde 3-phosphate dehydrogenase (GAPDH) mRNA level. Monitoring of the mRNA-derived PCR products was performed on an ABI 7300 Real-Time PCR System (Life Technologies, Carlsbad, CA). The sequences of the primers used are provided in Additional file 4.

### Western blotting

Cell lysates were separated in 12% SDS-polyacrylamide gels and transferred to Immobilon-P^SQ^ polyvinylidene difluoride membranes (Merck-Millipore, Billerica, MA). The blots were then incubated with primary antibodies followed by horseradish peroxidase-conjugated anti-rabbit IgG antibodies (Cell Signaling Technologies, Danvers, MA), which were diluted as recommended in the manufacturers’ instructions. Immunodetected signals were visualised using an ECL chemiluminescent system (GE Healthcare, Little Chalfont, UK) and a LAS4000 Lumino image analyser (GE Healthcare). A densitometric analysis of the detected signals was performed using the MultiGauge software (Fujifilm, Tokyo, Japan). Primary antibodies against ID4 and β-actin were purchased from Novas Biologicals (Littleton, CO) and MBL (Nagoya, Japan), respectively.

### Statistical analysis

The data are expressed as means ± standard error of the mean (SE). Significant differences between the control and experimental group(s) were assessed by a one-way analysis of variance or a two-tailed Student’s *t*-test.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

OI designed the study, and performed the experiments and data analysis. OI and TI wrote the manuscript. Both authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Verification of the siRNA-mediated knockdown of endoglin in PDL-L2 cells. Click here for file

Additional file 2 Validation of the microarray data for BMP-2-induced genes in PDL-L2 cells by real-time PCR. Click here for file

Additional file 3 Illustration of the TGF-β signalling pathway registered in the KEGG PATHWAY database. Click here for file

Additional file 4 Primers used in this study. Click here for file

# Supplementary material for: Identification of endoglin-dependent BMP-2-induced genes in the murine periodontal ligament cell line PDL-L2
**Source:** J Mol Signal. 2014 Jun 14;9:5. doi: 10.1186/1750-2187-9-5
**Supplement:** Additional file 1 — Verification of the siRNA-mediated knockdown of endoglin in PDL-L2 cells.

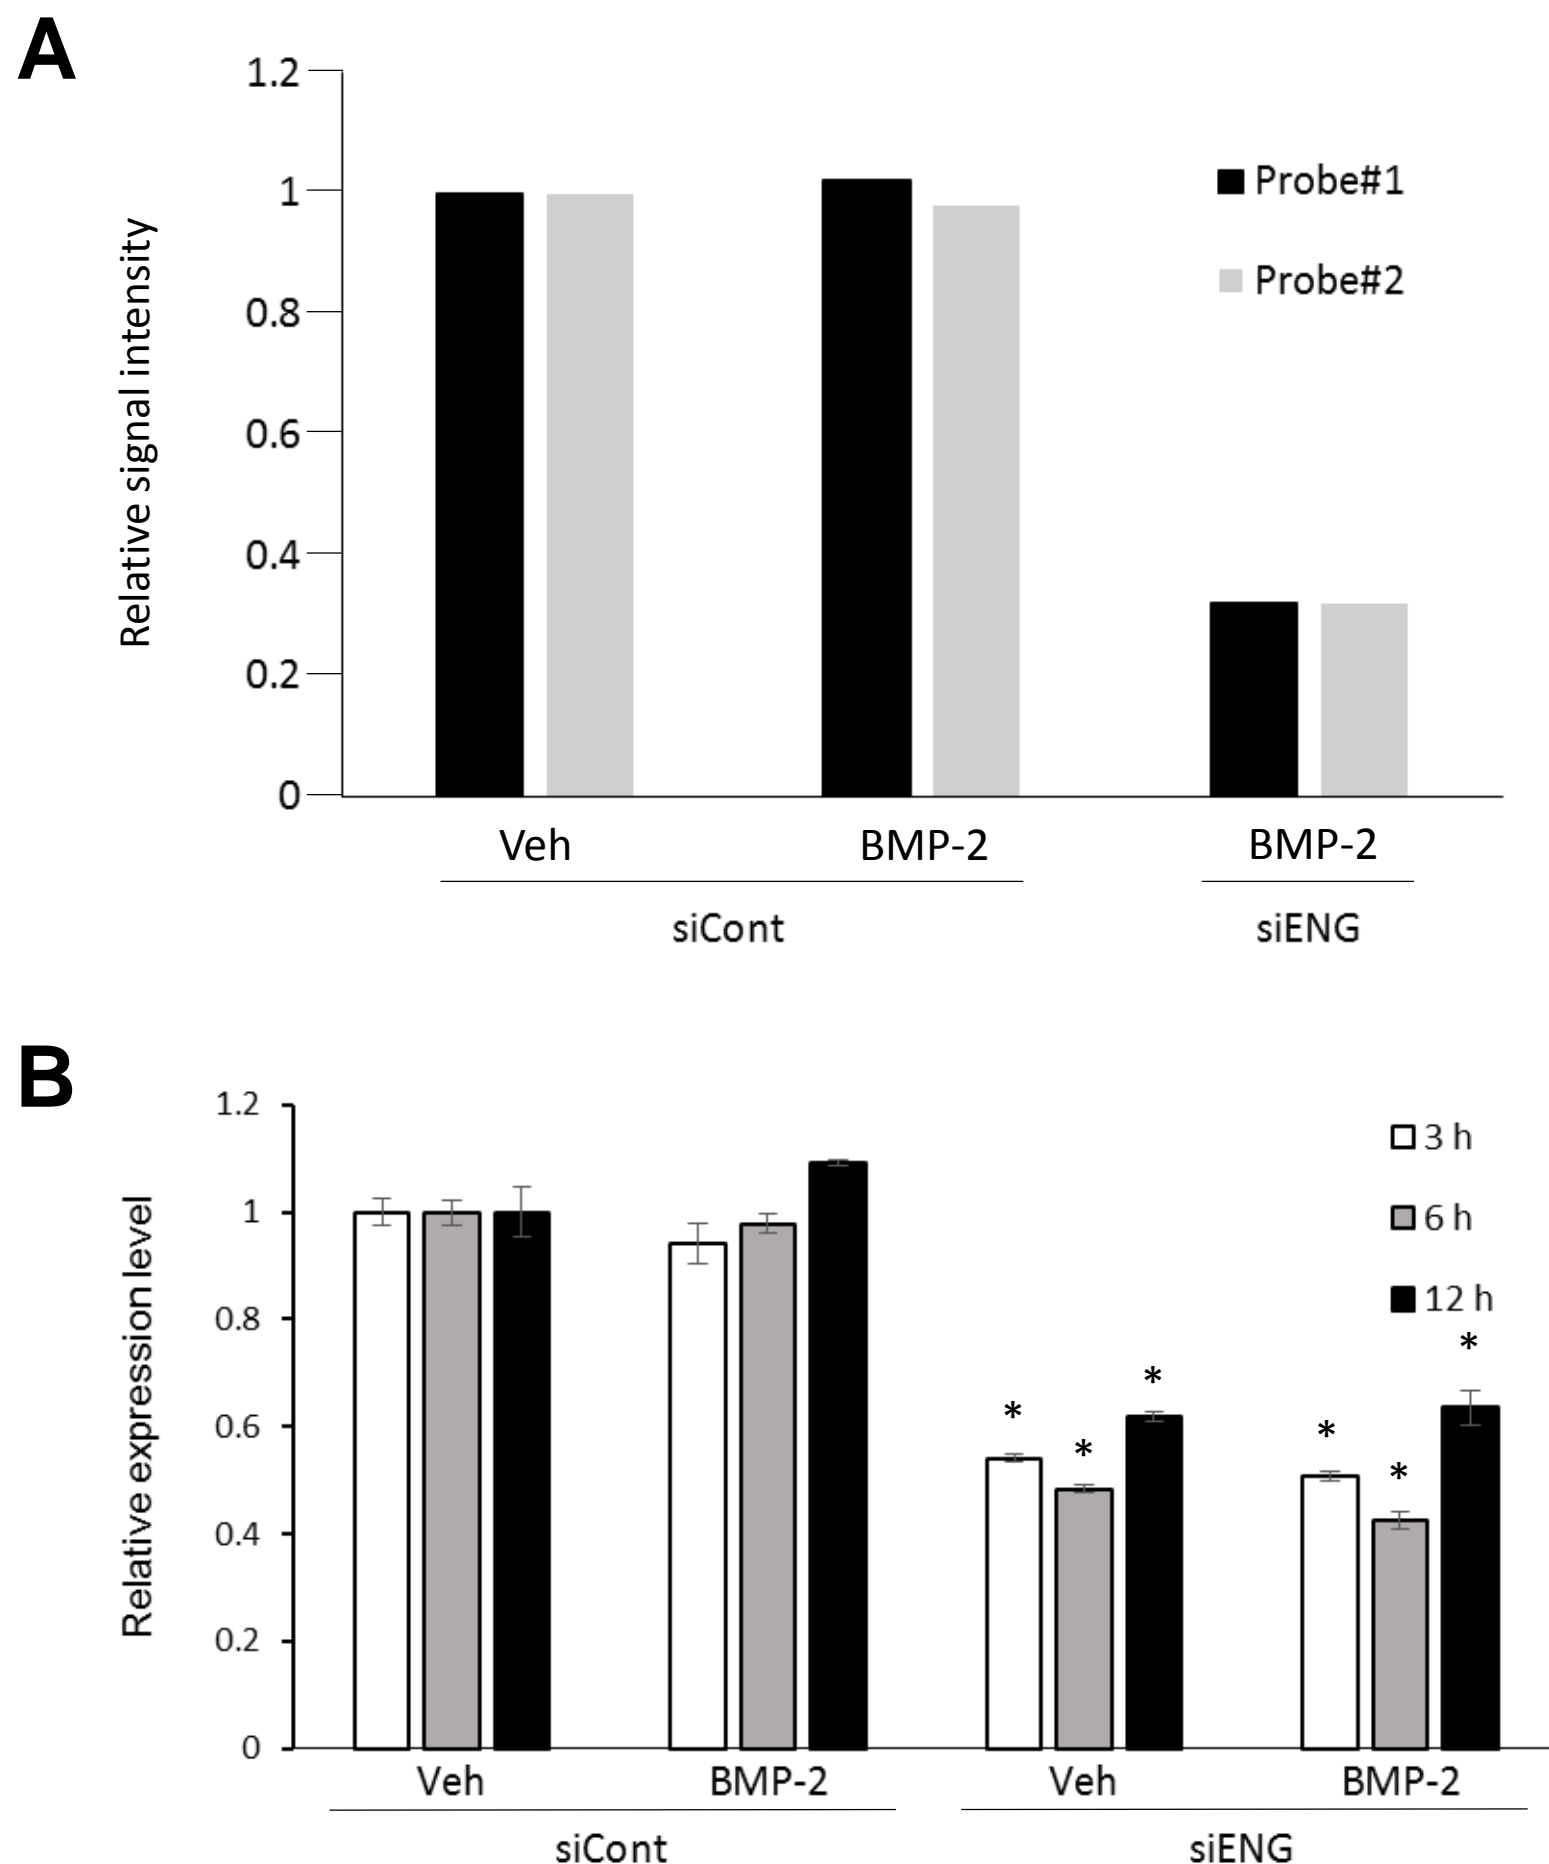

### Verification of the siRNA-mediated knockdown of endoglin in PDL-L2 cells

(A) The intensities of the signals produced by the hybridisation of endoglin mRNA using the two endoglin-specific probes in the microarray, which represent the endoglin mRNA levels in the samples used in this study, were evaluated. The relative signal intensity of endoglin in vehicle-treated PDL-L2 cells without endoglin knockdown was set at 1. (B) The endoglin mRNA levels in PDL-L2 cells that underwent the indicated treatments were quantitatively determined by real-time PCR. The data were normalised against the mRNA levels of GAPDH as an internal control. The relative mRNA levels of endoglin in vehicle-treated PDL-L2 cells without endoglin knockdown were set at 1. The data are expressed as means  $\pm$  SE ( $n = 3$ ). \* Significant compared to vehicle (Veh)-treated cells without endoglin knockdown,  $P < 0.05$ .

# Supplementary material for: Identification of endoglin-dependent BMP-2-induced genes in the murine periodontal ligament cell line PDL-L2
**Source:** J Mol Signal. 2014 Jun 14;9:5. doi: 10.1186/1750-2187-9-5
**Supplement:** Additional file 2 — Validation of the microarray data for BMP-2-induced genes in PDL-L2 cells by real-time PCR.

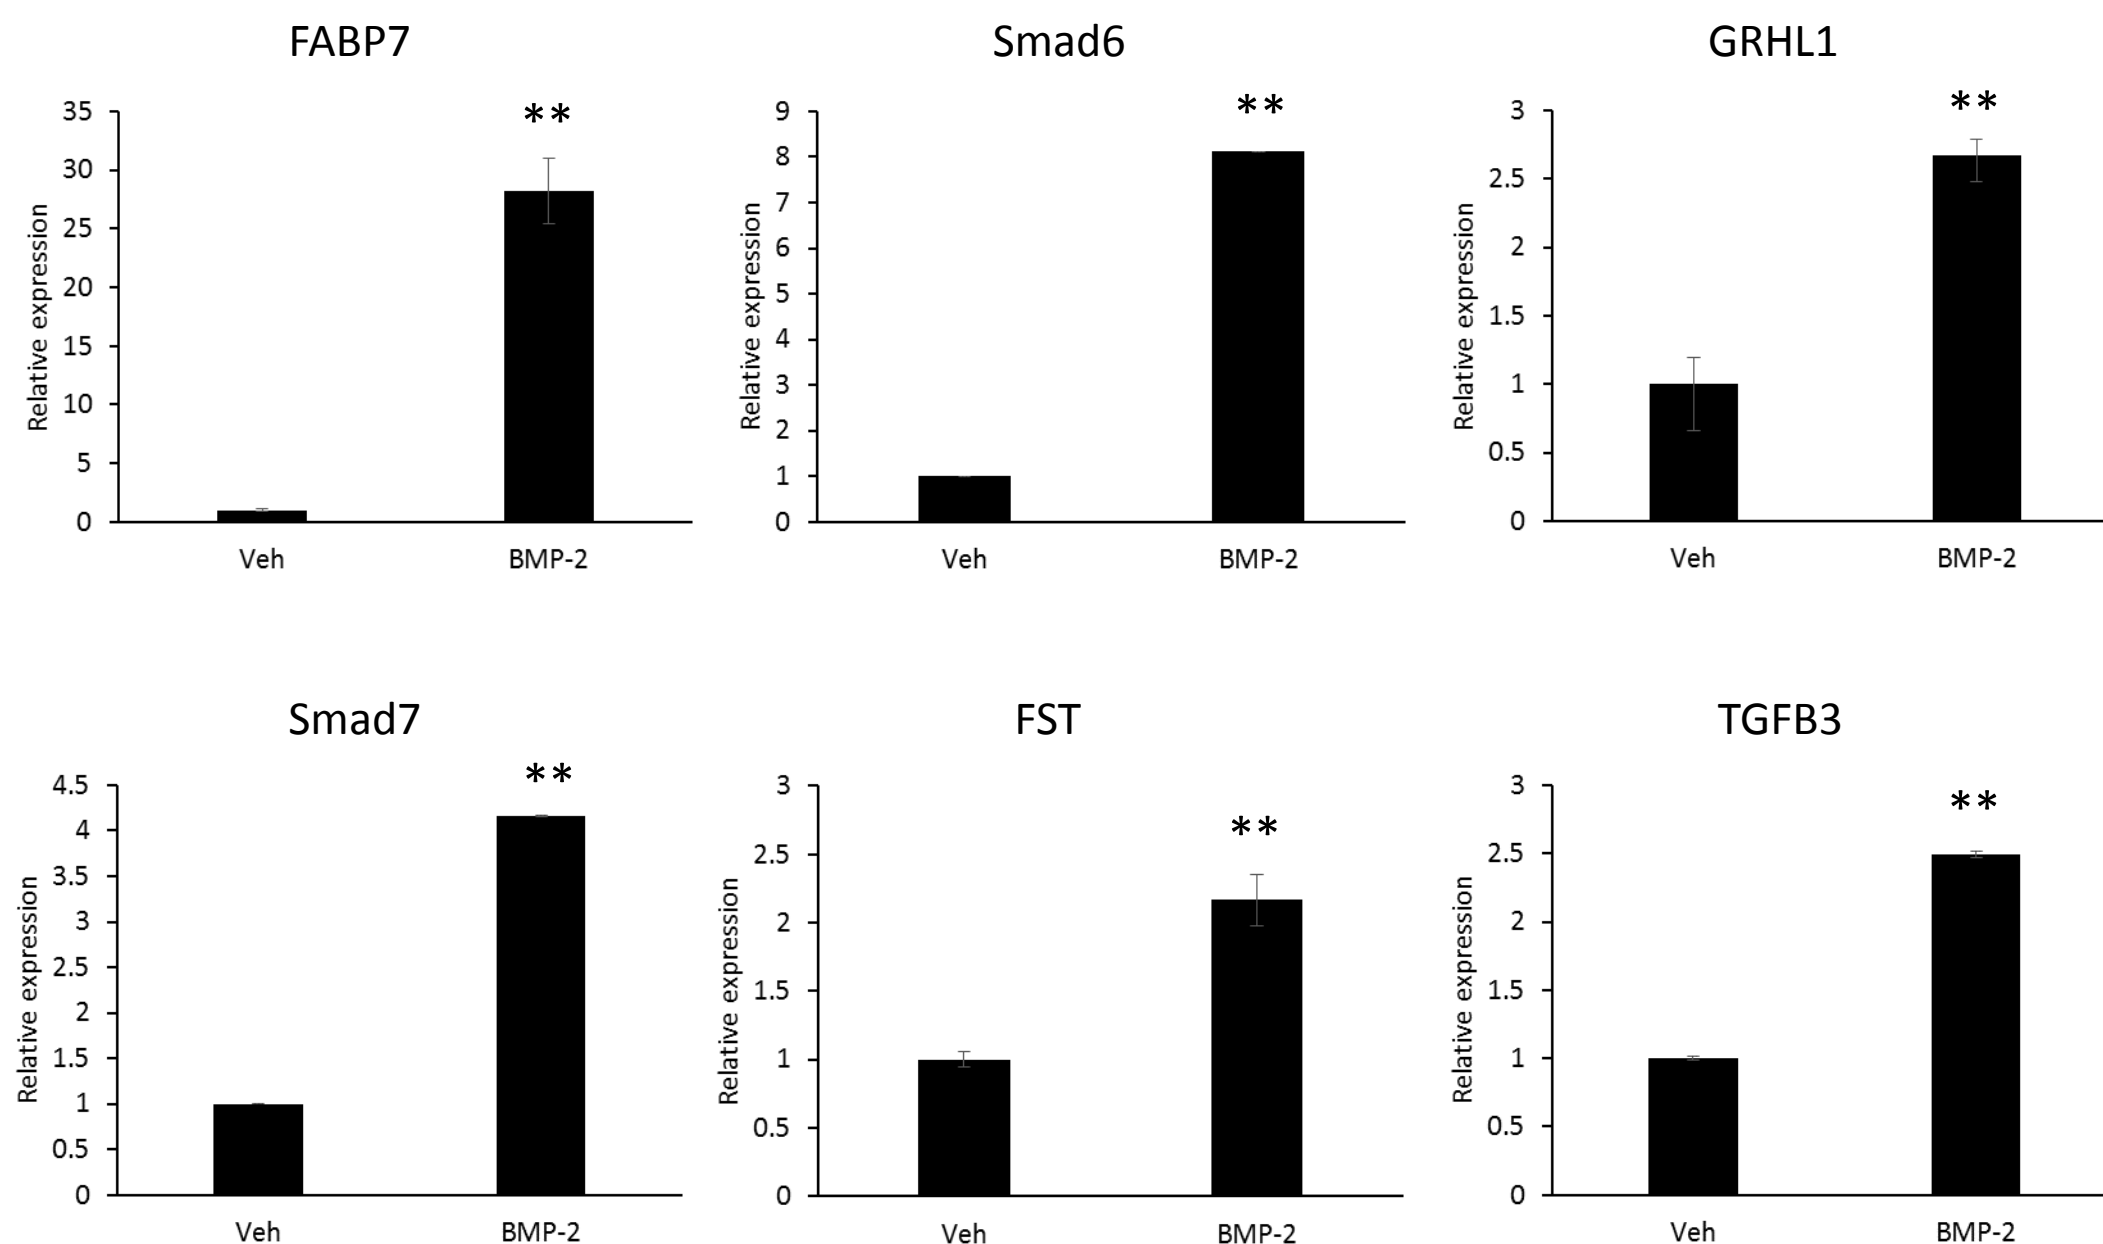

### Validation of the microarray data for BMP-2-induced genes in PDL-L2 cells by real-time PCR

Of the BMP-2-induced genes identified by the microarray analysis (Table 1), the best three (FABP7, Smad-6, and GRHL1) and those closely related to TGF- $\beta$  signaling (Smad-6, Smad-7, FST, and TGFB3) (Table 4) were selected and their BMP-2-induced expression was verified by real-time PCR using independently prepared samples. Likewise, the BMP-2-induced expression of Id4, another TGF- $\beta$  signaling-related gene identified as an endoglin-dependent BMP-2-induced gene in this study, was verified (Figure 1). Total RNA isolated from siCont- or siENG-treated PDL-L2 cells exposed to Veh or BMP-2 for 12 h was used for this analysis. The mRNA level of endoglin relative to GAPDH in vehicle-treated PDL-L2 cells without endoglin knockdown was set at 1. The data are expressed as means  $\pm$  SE ( $n = 3$ ). \*\* Significant compared to vehicle (Veh)-treated cells,  $P < 0.01$ .

# Supplementary material for: Identification of endoglin-dependent BMP-2-induced genes in the murine periodontal ligament cell line PDL-L2
**Source:** J Mol Signal. 2014 Jun 14;9:5. doi: 10.1186/1750-2187-9-5
**Supplement:** Additional file 3 — Illustration of the TGF-β signalling pathway registered in the KEGG PATHWAY database.

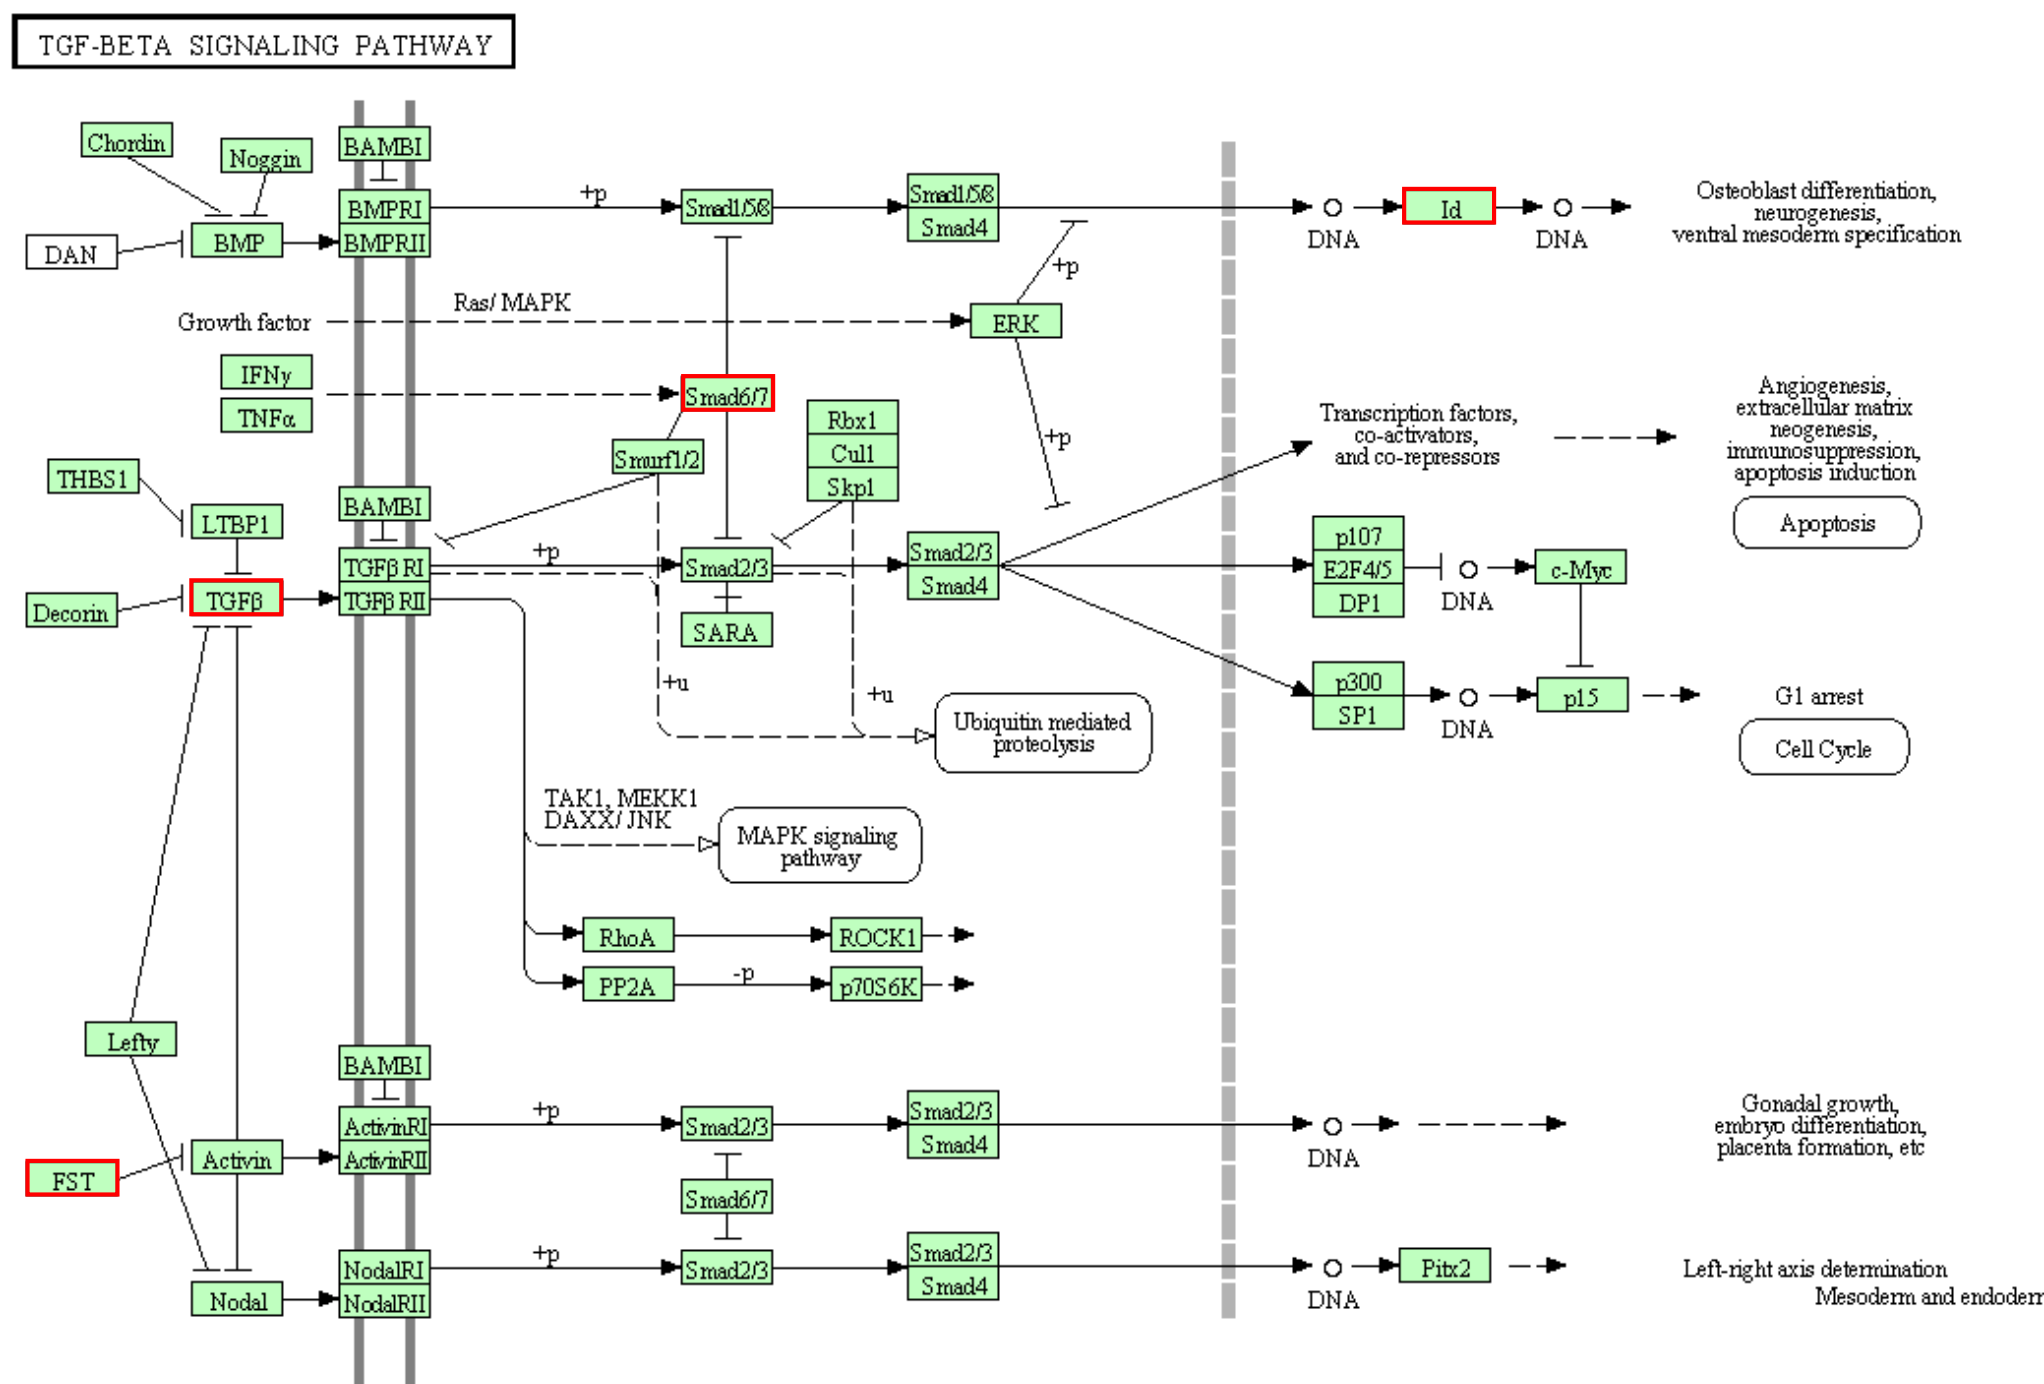

## Illustration of the TGF- $\beta$ signaling pathway registered in the KEGG PATHWAY database

The BMP-2-induced genes in PDL-L2 cells, which were identified in the microarray experiments, are indicated by red boxes.

# Supplementary material for: Identification of endoglin-dependent BMP-2-induced genes in the murine periodontal ligament cell line PDL-L2
**Source:** J Mol Signal. 2014 Jun 14;9:5. doi: 10.1186/1750-2187-9-5
**Supplement:** Additional file 4 — Primers used in this study.

**Primers used in this study**

| Gene symbol | Sequence (5’-3’) |
| --- | --- |
| ENG  (endoglin) | Forward: CTCCATGCGCCTGAACATC  Reverse: GTGATACCCAGTACAGAGGGCAG |
| ID4 | Forward: GTTCACGAGCATTCACCGTA  Reverse: AAGGTTGGATTCACGATTGC |
| GAPDH | Forward: AAATGGTGAAGGTCGGTGTG  Reverse: TGAAGGGGTCGTTGATGG |
| SMAD6 | Forward: CTATTCTCGGCTGTCTCCTCCT  Reverse: TTCACCCGGAGCAGTGATGA |
| SMADF7 | Forward: TCTCAAACCAACTGCAGGCT  Reverse: ATCCCCAGGCTCCAGAAGAA |
| TGFB3 | Forward: CGCTGAATGGCTGTCTTTCG  Reverse: GGTGTGACATGGACAGTGGA |
| GRHL1 | Forward: CCGTCTTTGAAGGGCCTGAT  Reverse: TGTCGTCCATGTTCACGAGG |
| FST | Forward: CTGCTGCTACTCTGCCAGTT  Reverse: GCTGCAACACTCTTCCTTGC |

How the deposited data were processed for this re-analysis (not part of the article)

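Total RNA from mouse PDL-L2 cells under 3 conditions was read on Affymetrix mouse genome arrays, with 1 array per condition. The authors deposited 1 linear signal intensity per probe set and array, and the submitters' processing notes name GCOS 1.4. The signal algorithm, background settings and scaling are not given in the sources used here. A signal was listed at 0 for 3 probe sets on the vehicle array and 1 on the siCont BMP-2 array, and 0.1 was used in its place.

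Of 45101 probe sets, 64 control probe sets were left out of the comparisons. Genes were named from the platform annotation, with symbols looked up through gene identifiers in the RefSeq table of GRCm38.p6. A single gene symbol was found for 34958 probe sets, several for 932 and none for 9211, and only the first kind names a gene, which gave 18193 genes. A gene with several probe sets was represented by the probe set of highest mean log2 signal. Of the genes in Table 1, 59 were matched, of those in Table 2, 14, and of those in Table 3, 10. The remaining genes are not analysed here.

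Log2 ratios were taken for siCont BMP-2 over siCont vehicle, for siENG BMP-2 over siCont BMP-2, and for siENG BMP-2 over siCont vehicle. A gene was kept where the higher of the 2 signals was at or above the median of all probe sets over the arrays, and ratios of 2 or more and 0.5 or less were counted. Matched genes of the paper's tables were counted without regard to signal. A ratio relative to all probe sets was divided by the median ratio of probe sets past the limit in that comparison. With 1 array per condition no test between conditions was possible. As a measure of precision, the robust SD of log2 ratios (1.4826 times the median absolute deviation) was computed in 20 bins of mean log2 signal. It was taken over the probe sets kept, which widens the dimmest bin. The number of arrays limits the precision. Gene lists were summarised by their median log2 ratio and its percentile among 10000 random lists of the same size matched on signal bin.

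The genes named were fixed by rule before the data were examined, as were the gene lists except that of hypoxia-responsive genes: every gene the paper names, endoglin, the 10 largest and 10 smallest ratios of each of the 2 main comparisons, and up to 4 members of each list with the largest absolute log2 ratio. Values in the paper's tables had been seen by then. Genes leading under the limit at the 75th percentile were chosen after their values were seen.

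Noise was simulated 100 times as 3 arrays without effect, with the spread of each signal bin estimated over all probe sets. An earlier estimate, over only the probe sets kept, widened the dimmest bin and gave a mean of 344 genes at a ratio of 2 or more with BMP-2. It was replaced after that count was seen. The ratios were tested on simulated data with 200 changed genes. In the simulated comparison of BMP-2 with vehicle over 18193 genes, 54% of 50 genes changed by 2-fold and 100% of those changed by 3-fold reached a ratio of 2.

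Alternatives set before the data were examined were no signal limit, a limit at the 75th percentile, a floor at the median, quantile normalization, median centring, lowess centring (fraction 0.3), the mean over probe sets, any probe set of a gene, and log2 ratios rounded to 1 decimal. Scaling each array to the same 2% trimmed mean was added afterwards. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and matplotlib 3.10.9 for plots.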

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

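The tests below were chosen after the results were seen, except the share of the shift kept when BMP-2-induced genes are read from another probe set, which was planned. Genes that the paper's tables do not list were singled out where the brighter signal was at least 152 and the ratio relative to all probe sets was at least 4-fold, for siENG against both siCont arrays. With BMP-2 over vehicle this was Hey1, at a ratio of 6.47. With siENG over siCont it was Pdk1 at 16.3, Ero1a at 8.17, Maff at 6.57, Bnip3 at 6.42 and, lower, Il6 at 0.248. Ankrd37 also was, but its computed ratio of 62.5 is no measured fold, since its siCont signal lies within the range of the Bacillus controls, and only the bound of at least 23.7-fold as deposited holds.

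Ankrd37, Pdk1, Ero1a and Bnip3 are known to respond to hypoxia. A list of hypoxia-responsive genes was written after these values were seen, and was restored to its first form after a retyped version had been run. Of its 50 genes kept, 28 had a ratio of 2 or more with siENG and 0 of 0.5 or less. Relative to all probe sets, 22 reached a ratio of 2. Against siCont vehicle, 51 genes were kept, with a relative median log2 ratio of 0.76. Of these, 18 had a relative ratio of 2 or more and 1 of 0.5 or less. The brightness of the siENG array does not account for the higher ratios over siCont BMP-2, since their median log2 ratio relative to all probe sets was 0.92. Neither do chance readings of single probe sets, since other probe sets of the higher genes had a median of 1.49. Whether the oxygen supply or density of that culture, rather than the lower endoglin level, raised these genes cannot be told apart with 1 siENG culture.

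Interferon-stimulated genes, listed before the data were examined, were also higher with siENG. Relative to all probe sets their median log2 ratio was 0.68, so the brightness of the array does not account for it. Against siCont vehicle the relative median was 0.52, with 6 of 25 genes at a relative ratio of 2 or more rather than 10 (the genes had been lower with BMP-2, at a median log2 ratio of -0.28), Bst2 was 4.29-fold higher rather than 7.34-fold as deposited, and 0 of the 12 higher genes had another probe set kept. The cultures were of the immortalised line PDL-L2, so leukocytes in the siENG culture would have had to come from outside the line. The markers do not test this. Of 12 markers, 3 passed the signal limit (Cd68, Csf1r and Lyz2), with a median of 0.39 relative to all probe sets, and dim markers exclude nothing. A response to the siENG oligonucleotides rather than to the lower endoglin level cannot be told apart from an effect of the knockdown with 1 siENG culture.

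BMP-2-induced genes were lower with siENG, those of Table 1 with a median log2 ratio of -0.35 as deposited and of -0.56 relative to all probe sets, where the brighter siENG array makes the first value the nearer to 0. Chance high readings of single probe sets on the shared siCont BMP-2 array do not account for the whole of it, since other probe sets of 37 induced genes had a relative median of -0.46 (bootstrap over genes -0.71 to -0.31). They kept 0.717 of the shift (0.445 to 1.14), against 0.904 (0.503 to 1.31) for 17 genes with the limit at 152 and 0.872 (0.638 to 1.22) for 32 genes of Table 1, and as the first lower bound, a criterion added after the value was seen, is under the 0.5 written in advance, such readings may account for part of it. Other probe sets read the same RNA, so this says nothing of the culture. With 0 siENG vehicle arrays among the samples, the siCont BMP-2 culture alone, or an effect of the knockdown without BMP-2, cannot be told apart on these arrays from a loss of the BMP-2 response. Outside the arrays, the paper blotted ID4 protein in siCont and siENG cells, each with vehicle or BMP-2. It reports that induction of the protein depended on endoglin. It also describes real-time PCR of other induced genes in siCont or siENG cells with vehicle or BMP-2.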

How the results depend on the processing

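The scaling by trimmed mean was chosen after seeing the data. No paired analysis was possible because each condition has 1 array and the results come from no test between conditions. The log2 ratios of Eng with siENG and of Id4 in both comparisons moved by less than the robust SD of probe sets of similar signal under every alternative run for them. Eng ranged from -1.68 to -1.44, Id4 with BMP-2 from 1.29 to 1.49 and Id4 with siENG from -1.10 to -0.73. The counts moved with the signal limit, since dim genes enter or leave. With no limit, 1825 genes were at least 2-fold higher and 1883 lower with BMP-2, and 2160 higher and 1906 lower with siENG. At the 75th percentile the counts were 34, 5, 125 and 20, with 3 genes of Table 2 lower with BMP-2 and 1 of Table 1 lower with siENG. With a floor at the median signal they were 78, 43, 270 and 45, and with any probe set 366, 312, 776 and 316, where 11 of Table 1 were lower with siENG. For siENG, scaling moved the counts because that array is brighter. Genes higher were 278 with quantile normalization, 252 with median centring, 248 with lowess centring and 229 with trimmed mean scaling. Genes lower were 256 with quantile normalization, 293 with median centring, 287 with lowess centring and 314 with trimmed mean scaling. The higher genes made up 70.9% of those past a limit as deposited, 52.1% with quantile normalization, 46.2% with median centring, 46.4% with lowess centring and 42.2% with trimmed mean scaling. Table 1 genes lower with siENG numbered 2 as deposited, 9 with quantile normalization, 11 with median centring, 10 with lowess centring, 4 with rounding and 11 with trimmed mean scaling. The median log2 ratio of TGF-β and BMP pathway components with siENG was 0.01 as deposited and turned to -0.0498 at the 75th percentile, -0.21 with quantile normalization, -0.20 with median centring, -0.21 with lowess centring and -0.20 with trimmed mean scaling. That of osteoblast genes was -0.11 and turned to 0.0628 at the 75th percentile, for which the cause was not tested. With noise at 0.5 of the spread, the simulated correlation of the 2 comparisons was -0.40 and the covariance -0.00988. Relative to all probe sets the siENG medians of periodontal ligament, cell cycle and endothelial genes also change sign. Signals within the range of the Bacillus controls give only bounds on a ratio, as for 193 of the genes past a limit with BMP-2.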

Differences from the paper's values

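The paper counts 64 genes more than 2-fold higher with BMP-2, and 195 genes reached a ratio of 2 here. The paper states no signal limit and does not say how its folds were computed. Of its 64 fold values in Table 1, 55 lie on powers of 2 in exponent steps of 0.1. Whether they are ratios of the deposited signals is not known, so the counts may not rest on the same measure. The count with a floor at the median signal, 78, is within 1.5 times the paper's, and those under the other alternatives set before the data were examined are not. The paper counts 19 genes more than 2-fold lower with BMP-2 against 170 here, and none of the alternatives came within 1.5 times of it. Of the Table 1 genes, the paper finds 11 more than 2-fold lower with siENG. Here 2 of 59 matched were, as deposited and without scaling for the brighter siENG array. Quantile normalization (9), median centring (11), lowess centring (10) and any probe set (11) came within 1.5 times (by any probe set, Gcnt2, Nav2 and Tcim count only through probe sets below the signal limit, and 8 genes remain without these), and the floor, the mean over probe sets, rounding and the limit at the 75th percentile did not. Of the 10 matched genes of Table 3, Npnt was at 0.5 or less as deposited. Tcim, St6galnac4, Id4, Tmem268 and Irf5 were with each of the 3 scalings, Lgr6 with median centring, and Whrn, Id4, Tmem268, Tcim and St6galnac4 by any probe set. St6galnac4 also was by the mean over probe sets, and Tcim and St6galnac4 with rounding. Trimmed mean scaling, chosen after seeing the values, also gave 11 and drops 3 of the paper's genes, Whrn, Rnf125 and Dlx1as.

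For Tmeff1 the paper's fold is 2.46 and the ratio here was 1.51. For Utrn the paper gives 0.47 and the ratio here was 0.875. Neither value came within the paper's under the floor, quantile normalization, median centring, lowess centring or the mean over probe sets. Another probe set of Utrn, chosen after seeing the values, had a ratio of 0.692, within 1.5 times the paper's, and drops Utrn, 1 of the paper's genes, as it is above 0.5.

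In Table 3 the paper labels column (b) as the comparison of siENG with siCont, both with BMP-2, but its values lie nearer to siENG BMP-2 over siCont vehicle. The median absolute log2 difference was 0.37 from that ratio and 1.08 from the other, and the paper's ratio of the columns differed by 0.41 from siENG over siCont with BMP-2. With trimmed mean scaling, chosen after seeing the values, these were 0.17, 1.29 and 0.20. With column (b) taken as siENG BMP-2 over siCont vehicle, the paper's value for Whrn is 1.44 and the ratio here, as deposited, was 2.40. Median centring (2.06) and the mean over probe sets (1.35) removed the difference, and the floor, quantile normalization and lowess centring did not. The mean over probe sets opened others for Whrn, with a BMP-2 ratio of 2.16 against the paper's 3.48 and a ratio of siENG over siCont of 0.625 against the paper's 0.41. Lgr6 then also differed, with a BMP-2 ratio of 1.96 against 3.03 and siENG over siCont of 0.758 against 0.41. So did Npnt, with siENG over siCont of 0.237 against 0.15. Trimmed mean scaling (2.03), chosen after seeing the values and dropping 3 of the paper's genes as above, also removed the first difference for Whrn.

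The paper's entry PTGD2 was matched to no gene. With trimmed mean scaling, chosen after seeing the values, Ptgs2 had a ratio of 2.11 for BMP-2 over vehicle, of 0.521 for siENG BMP-2 over vehicle and of 0.247 for siENG over siCont with BMP-2, each within 1.5 times the paper's values for that entry. This resemblance does not settle whether the entry is Ptgs2.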

Other observations

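HES1 and HEY2, which the paper names in a model of Id4, were read on the same arrays. RUNX2, which that model also names, has no value here, since no probe set was annotated with its symbol. Hes1 had signals of 105, 190 and 214 in vehicle, BMP-2 and siENG with BMP-2. Hey2 was dim, with signals of 6.6, 11.6 and 27.2. Sp7, a transcription factor of osteoblasts, had 38.4, 56.5 and 26.3, and Alpl, a phosphatase of mineralising cells, 20.1, 44.8 and 35.2. A list set around that model also holds Id1, Id2, Id3, Hey1, Sp7 and Alpl, which the paper's account of it does not name. Over its 8 kept genes, led by Hey1, the median log2 ratio with BMP-2 was 0.90 (percentile 100) and over 9 with siENG -0.25 (percentile 0.305), or -0.46 relative to all probe sets. Osteoblast genes had a median log2 ratio of 0.07 with BMP-2 and -0.11 with siENG (-0.32 relative). The largest changes with BMP-2 were those of Mepe (1.88), Alpl (1.16), Omd (-1.07) and Msx2 (0.93). With siENG, as deposited, they were those of Mepe (-2.57), Sp7 (-1.10), Atf4 (0.67) and Msx2 (-0.43). Mepe was not kept for siENG over siCont vehicle, so its vehicle and siENG signals were both below the signal limit. Ratios are less precise there, so the size and rank of the Mepe changes are not settled in either comparison. Periodontal ligament, tendon and fibroblast genes had medians of 0.18 with BMP-2 and 0.14 with siENG, which turned to -0.0659 relative to all probe sets, with Fmod at 1.25 with BMP-2.

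With siENG over siCont, the 14 matched genes of Table 2 had a median log2 ratio of 0.0606 relative to all probe sets, at percentile 52.5 of random lists, and 2 of them, Six5 and Selenbp1, had a relative ratio of 2 or more. For all genes at a ratio of 0.5 or less with BMP-2, the median relative log2 ratio was 0.79. They were picked for a low siCont BMP-2 signal, on which this ratio also rests. A high median is therefore expected in part without any effect. Selenbp1 had signals of 118, 49.1 and 181 in the same order of arrays, with 86.3, 35.8 and 142 in its second probe set, and Six5, read by 1 probe set, 43.9, 15.2 and 56.9. A low reading of a single probe set on the shared siCont BMP-2 array would give the pattern of Six5, and for Selenbp1 both probe sets would have to share it. Hp, Synpo and Vegfd had siENG signals of 46.5, 50.9 and 207 and stayed near their BMP-2 values.

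Other lists gave these median log2 ratios with BMP-2, with siENG as deposited and, in brackets, with siENG relative to all probe sets. Wnt pathway genes had 0.18 and -0.09 (-0.30), Notch pathway genes -0.10 and 0.21 (0.000263), cell cycle genes -0.03 and 0.11 (-0.0955), cholesterol synthesis genes -0.03 and 0.54 (0.33), immediate early and heat shock genes 0.07 and 0.24 (0.0292), p53 target genes 0.16 and 0.48 (0.27), housekeeping genes -0.01 and 0.26 (0.0544), and endoplasmic reticulum stress genes 0.07 and 0.63 (0.42). Chondrocyte markers had 0.08 and -0.05 (-0.26), adipocyte markers -0.21 and 0.56 (0.35), muscle markers 0.30 and 0.62 (0.41), endothelial markers 0.24 and 0.04 (-0.17), leukocyte markers -0.37 and 0.60 (0.39), and epithelial markers 0.04 and -0.56 (-0.77), each over fewer than 10 genes kept. Interferon-stimulated genes had -0.28 and hypoxia-responsive genes -0.06 with BMP-2. With siENG, BMP target genes had -0.24 (-0.44) and TGF-β target genes -0.08 (-0.29). Of the TGF-β target genes, 1 was at a ratio of 0.5 or less with siENG, Tgfbi at a log2 ratio of -1.11, with its brighter signal below 152.

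Of the 64 fold values printed in Table 1, 55 equal a power of 2 whose exponent is a multiple of 0.1, to within rounding at 2 decimals, as do 4.18% of all 2-decimal values from 2.00 to 6.06. For Table 2 this holds for 18 of 19 values, but there 41.7% of the 2-decimal values from 0.27 to 0.50 lie on those steps.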
